A study of Mus musculus with 6 samples. Its data were reported in "Translatome analysis reveals altered serine and glycine metabolism in T-cell acute lymphoblastic leukemia cells" (2019).

How the data were processed

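Messenger RNA was sequenced from 6 cultures of Ba/F3 cells, a mouse lymphoid line that depends on interleukin-3. Each culture had been grown from a single cell after retroviral transfer of a human RPL10 cDNA, either wild type (WT) or with serine in place of arginine at residue 98 (R98S), and the mouse Rpl10 gene was knocked down by a short hairpin RNA in all of them. Cells were exposed briefly to cycloheximide, which halts translating ribosomes, before the RNA was isolated. Polyadenylated RNA was turned into strand-specific libraries and sequenced on an Illumina HiSeq instrument, one library per clone.

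The authors removed reads matching ribosomal or transfer RNA with Bowtie2, aligned the remainder to the mm10 mouse genome and its spliced transcripts with TopHat, and kept primary alignments of sufficient mapping quality. Reads on exons were counted per gene. The gene annotation, the counting program, and whether it used the strand of the reads are not stated. The deposited values are a signal per gene, namely the authors' read count divided by a size factor for each library, as computed by DESeq2. Genes are given by symbol alone. The mapping filter lowers the values of genes with near-identical copies elsewhere, such as the ribosomal protein genes with their many processed pseudogenes. Reads of the human RPL10 transgene that align to the mouse gene would be counted for Rpl10, and their share was not known.

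In every library 100% of the values above 0 were whole multiples of one step, which is what 1 read is worth after division by the size factor (from 0.92516 in R98S clone 35 to 1.0746 in WT clone 29). The step of WT clone 36 was 1.0008, so close to 1 that rounding could mimic it, but its values carried the same number of decimals as the others. Dividing by the step recovered the reads of each library, and size factors computed anew from those reads with DESeq2 differed from the deposited ones by 0%. The recovered depth was between 21786776 and 24204991 reads per library. A count of 3 reads was used as the floor below which a gene was taken as not distinguishable from 0, which corresponds to a normalized count between 2.78 and 3.22 depending on the library. Replicate libraries differed by far more than sampling noise (chi-square per degree of freedom of at least 18.5 over genes), so all of them were kept as separate clones. Depth was similar in all libraries, and the variation between clones, not the number of reads, set the precision for genes well above the floor.

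Clones were assigned to the WT group (clones 28, 29 and 36) and the R98S group (clones 11, 13 and 35) from their labels. The clone numbers differ between the groups, so no pairing was used. Differences were tested with limma (version 3.58.1, R 4.3.3) on log2(normalized count + 1), with an intensity trend in the empirical Bayes step, for genes with a mean normalized count of at least 10 over the 6 libraries. The test was two-sided and p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.1, the false discovery rate the study used. Fold changes are on this log2(normalized count + 1) scale, which understates the change of weakly expressed genes. Where all libraries of a group were at or under the floor, the fold difference was computed against the floor and is given as a lower bound. Gene sets were tested with camera in limma (preset correlation between genes of 0.01, Benjamini-Hochberg adjustment over 7 sets, threshold 0.05) and again with an estimated correlation and with fry. Library similarity was measured by Spearman's rho across genes and compared with an exact one-sided permutation test over the 10 ways of splitting the libraries into 3 and 3.

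The samples, tests, gene sets and most alternatives were fixed before the data were examined. The genes named are Rpl10, Psph, Phgdh, Psat1, Shmt1, Shmt2, Jak1, Stat5a, Stat5b, Bcl2 and the 7 transcription factors named by the study, whatever their values, and the 5 genes with the highest and the 5 with the lowest log2 fold change among those with an adjusted p under 0.1, a mean normalized count of at least 100 and no overlap between the groups. Of the 5 highest, 1 is not reported here. Any other gene named was chosen after its values were seen. The alternatives fixed in advance were pseudocounts of 0.5 and 5, no expression filter or a minimum mean of 50, scaling to the same total or the same upper quartile, a fit without the intensity trend, an adjusted p threshold of 0.05, leaving out each clone in turn, and the count tests of edgeR (version 4.0.16, quasi-likelihood, TMM scaling) and DESeq2 (version 1.42.0, Wald test) on the recovered reads. For the similarity of libraries, Pearson's r replaced rho. Chosen after seeing the data were a correction for GC content and transcript length (local regression with a span of 0.3 in each library), the removal of the median shift of the 30 nearest tested genes in each library, and thinning of all libraries to the smallest number of reads.

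Positions come from GENCODE M21, which uses GRCm38, the assembly also known as mm10. Of the 41255 symbols, 37779 were matched to a gene, 1003 of them through a RefSeq synonym, and among the 11550 tested symbols 98.9% were matched. Positions along the genome were examined as running medians of the log2 fold change over 31 consecutive tested genes, with a limit set from 1000 shuffles of gene order (Python 3.11.15, numpy 2.4.6, pandas 2.3.3). The figures were drawn with matplotlib 3.10.9.

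The procedure was tested on simulated reads for the 11550 genes with the depths of the real libraries. Of 200 genes given known changes, 159 (79.5%) were called, none with the wrong sign, along with 20 unchanged genes, and 0 genes were called when nothing was changed. The median fitted log2 change of genes made 4-fold higher was 1.96. When the proteasome set was raised in the simulation by 0.5 on the log2 scale, its camera adjusted p was 1.39e-39. The smallest camera adjusted p of the 7 sets with nothing changed was 0.47. Simulated genes varied independently of each other, whereas the correlation estimated in the real data was 0.383 for ribosomal protein genes and 0.722 for ATF4 targets. The simulation therefore cannot show how often the set test errs for correlated genes. In a planted test of the running medians on 11412 shuffled genes, a block of 60 genes lowered by 0.6 was found, with 0 false segments. The other mRNA, polysome and ribosome footprint libraries of the study were not analysed here.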

Results

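The RPL10 R98S mutation occurs in T-cell acute lymphoblastic leukemia and alters a protein of the large ribosomal subunit. To describe how the mutation changes mRNA levels, total mRNA was sequenced from Ba/F3 cells, a mouse lymphoid line, engineered to express human RPL10 in its WT or R98S form. The dataset comprised 3 monoclonal WT cultures (clones 28, 29 and 36) and 3 monoclonal R98S cultures (clones 11, 13 and 35), with 1 library each. The WT libraries held 22370660, 21786776 and 22419655 reads assigned to genes, and the R98S libraries 24204991, 22338107 and 24069075. Between 18890 and 19958 genes had at least 1 read per library, and the 20 most abundant genes took between 7.83% and 8.86% of the reads. Of 41255 listed genes, 25345 had a read in some library and 11550 passed the expression filter and were tested.

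In all 6 clones the endogenous mouse Rpl10 gene (chromosome X, 74270812 to 74273135, plus strand, GRCm38) was the target of the short hairpin RNA. Normalized read counts of Rpl10 were 2853, 3156 and 1900 in WT clones 28, 29 and 36, and 3028, 1883 and 2617 in R98S clones 11, 13 and 35. The means were 2637 ± 655 in WT and 2509 ± 580 in R98S cells (SD, n = 3), a log2 fold change of -0.066 (SE 0.23, limma adjusted p = 0.871), so the groups did not differ by more than the spread between clones. Its mean over all libraries, 2573, compared with a median of 21590 for 81 other ribosomal protein genes, 5 of which lay below Rpl10. As every clone carried the knockdown, these libraries gave no level of Rpl10 without it, and an unknown part of its reads can stem from the human transgene.

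Clones of the same genotype resembled each other more than clones of different genotype. Spearman's rho across the tested genes, which are not independent replicates, averaged 0.984 for the 6 pairs within a group and 0.961 for the 9 pairs between groups, and the lowest rho within a group (0.980) exceeded the highest between groups (0.965). The real grouping gave the largest difference among the 10 possible splits (exact one-sided permutation p = 0.1, the smallest that 3 clones against 3 allow). The difference in mean rho was 0.0236. It rose to 0.0402 with Pearson's r, the largest absolute change, and fell to 0.00877 without an expression filter. Principal component analysis separated R98S from WT clones on the first component, which held 61.2% of the variance, while the second component (13%) set WT clone 36 and R98S clone 13 apart from the other clones.

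**Figure D1:**
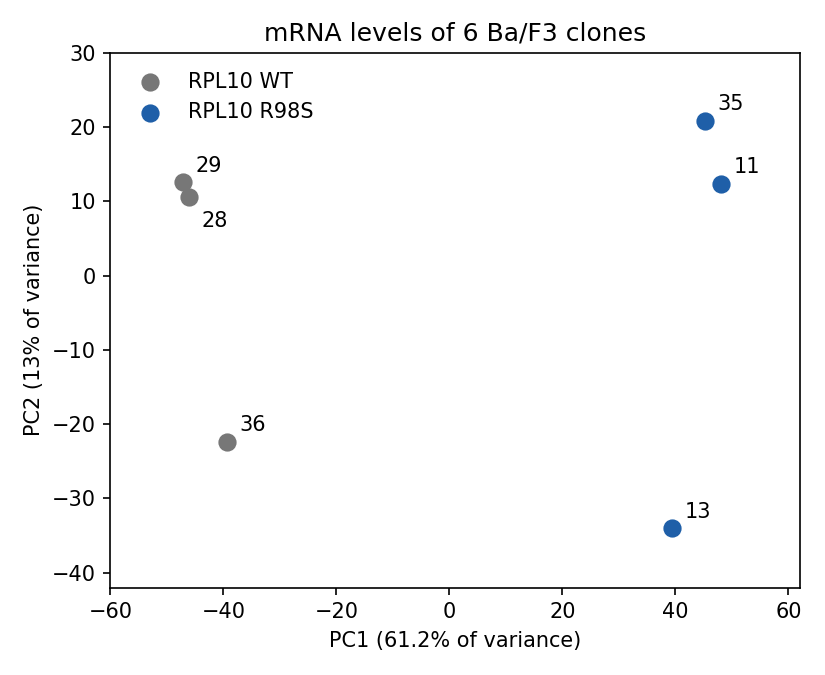
Principal component analysis of log2(normalized read count + 1) for 11550 genes, with the first component on the x axis (61.2% of variance), the second on the y axis (13%), and 1 point per clone labelled by clone number. The WT clones (grey) lie between -47.09 and -39.45 on the first component and the R98S clones (blue) between 39.44 and 48.06.

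Comparing R98S with WT cells, 2755 of 11550 genes (23.9%) were called at an adjusted p under 0.1 in limma. Of these, 1241 were higher and 1514 were lower in R98S cells. The change was at least 2-fold for 312 of the higher and 460 of the lower genes. At an adjusted p under 0.05, 1722 genes remained past the threshold. For 2677 of the called genes the values of the groups did not overlap. Over all tested genes this held for 4307 (37.3%), where chance gives 10%. Leaving out 1 clone moved the count most: 1327 genes were called without WT clone 28, 1464 without WT clone 29, 1578 without R98S clone 11, and 3219 without R98S clone 13. On the recovered reads, the edgeR quasi-likelihood test called 2746 genes, of which 2608 were shared with limma, and DESeq2 called 3105, of which 2664 were shared. The other 9 splits of the 6 clones gave 0 genes past the threshold, except for 1 split with 1 gene, and between 70 and 669 genes at an unadjusted p under 0.05, compared with 3663 for the real grouping.

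**Figure D2:**
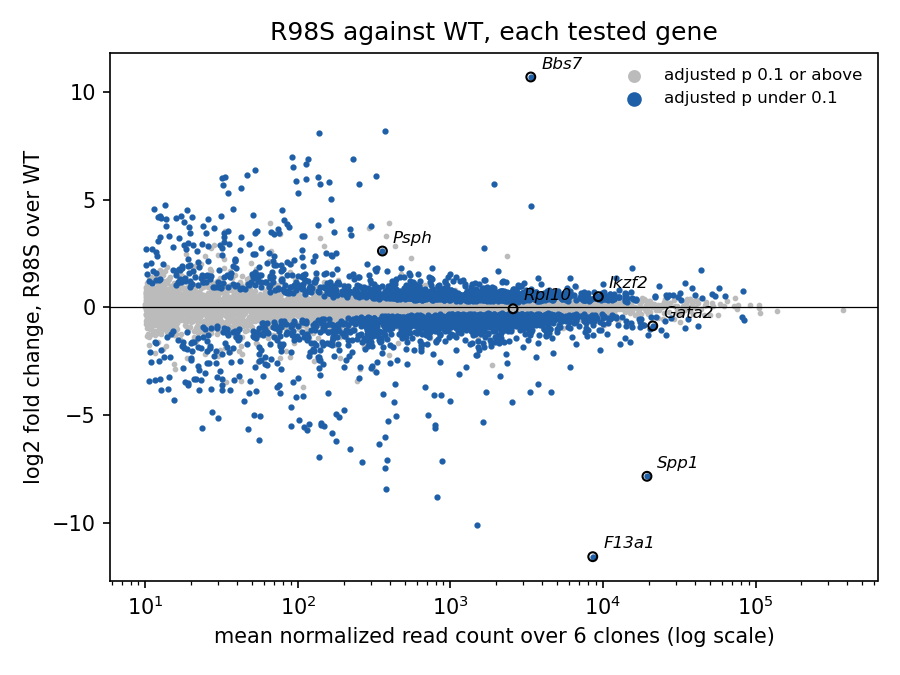
Log2 fold change of R98S over WT cells (y axis) against the mean normalized read count over 6 clones (x axis, log scale), with 1 point per tested gene and the 2755 genes with an adjusted p under 0.1 in blue. The circled genes include Bbs7 at 10.68, Psph at 2.61 and F13a1 at -11.56, and Rpl10 lies at -0.066.

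Several of the genes with the largest changes had few or no reads in one genotype. Bbs7 (chromosome 3, 36573142 to 36613477) rose from 3.40 ± 2.26 normalized counts in WT to 6722 ± 1247 in R98S cells (SD, n = 3), with a log2 fold change of 10.68 (SE 0.33, limma adjusted p = 4.249e-06). Lpgat1 (chromosome 1, 191717834 to 191784255), Gm10451 (a long intergenic noncoding RNA on chromosome 12, 76444497 to 76451336) and Cytip (chromosome 2, 58129137 to 58195532) had at most 3 reads in any WT clone and means of 744 ± 171, 273 ± 34 and 233 ± 98 in R98S cells. These genes were thus at least 170-fold, 77.2-fold and 37.4-fold higher. Among the genes that fell, F13a1 (chromosome 13, 36867178 to 37050244) went from 17130 ± 2313 in WT to 7.45 ± 8.88 in R98S cells (log2 fold change -11.56, SE 0.67, limma adjusted p = 7.254e-05), and Spp1 (chromosome 5, 104435118 to 104441050) from 38600 ± 10800 to 242 ± 263. Olfm3 (chromosome 3, 114904078 to 115125722) fell from 1634 ± 814 to 2.54 ± 1.01. S100a4 (chromosome 3, 90603771 to 90606045) and Fgf23 (chromosome 6, 127072902 to 127081408) had at most 3 reads in every R98S clone and were at least 390-fold and 59.3-fold lower there. WT clones varied widely for Fgf23, with 239.6 normalized counts in clone 28, 181.6 in clone 29 and 1857 in clone 36. S100a4 and Spp1 each overlap another annotated gene on their own strand, over 2115 and 1252 bases, so the assignment of their reads is uncertain.

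The study centred on the synthesis of serine and glycine, in which phosphoserine phosphatase, encoded by Psph, performs the final step to serine. Psph (chromosome 5, 129765558 to 129787449, minus strand) had 110.6, 94.57 and 95.07 normalized counts in WT clones 28, 29 and 36, and 570.4, 604.2 and 674.4 in R98S clones 11, 13 and 35. The mean rose from 100.1 ± 9.11 to 616 ± 53 (SD, n = 3), a ratio of 6.16 and a log2 fold change of 2.61 (SE 0.16, limma adjusted p = 8.894e-05). The log2 fold change stayed between 2.54 and 2.68 over all alternatives. Psph overlaps Cct6a on the opposite strand over 452 bases, and Cct6a had a ratio of 1.20 (limma adjusted p = 0.197).

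The remaining enzymes of the pathway had smaller differences than Psph. Phgdh fell from 8989 ± 771 to 7506 ± 386 (log2 fold change -0.26, limma adjusted p = 0.136) and Psat1 went from 19500 ± 2840 to 19190 ± 2302 (log2 fold change -0.020, limma adjusted p = 0.944). Both were short of the threshold. Of the enzymes that interconvert serine and glycine, the cytosolic Shmt1 rose from 1760 ± 114 to 2435 ± 256 (log2 fold change 0.47, SE 0.12, limma adjusted p = 0.0333), but its adjusted p was 0.140 without WT clone 28. Shmt1 shares 184 bases with Smcr8 on the opposite strand. The mitochondrial Shmt2 had a log2 fold change of 0.25 (limma adjusted p = 0.224) and passed the threshold only once the shift of neighbouring genes was removed (0.35, limma adjusted p = 0.0577, with a range over the alternatives from 0.0577 to 0.459). As a set, these 5 genes were short of the threshold with camera (adjusted p = 0.0954), with 3 genes higher and 2 lower in R98S cells. The set passed with fry (adjusted p = 0.00494), and without WT clone 29 (camera adjusted p = 0.0449). It stayed short of the threshold with an estimated correlation between genes (camera adjusted p = 0.509). The call therefore depended on the test and on a single clone. The tests ask different questions, as camera compares a set with the other genes and fry does not. Psph is itself a member of the set. For 26 tested genes of one-carbon and purine synthesis, camera gave an adjusted p of 0.283, camera with an estimated correlation 0.509 and fry 0.0437. In that set 3 genes were called higher and 3 lower in R98S cells.

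**Figure D3:**
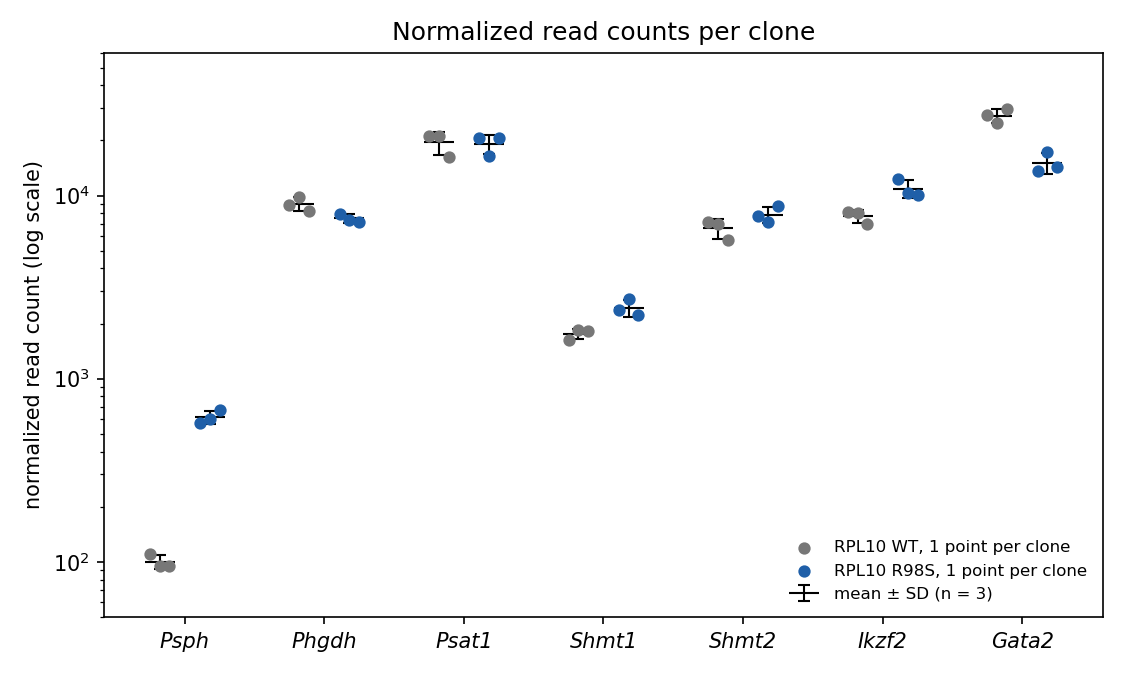
Normalized read counts (y axis, log scale) of 7 genes in WT (grey) and R98S (blue) cells, with 1 point per clone, and the mean ± SD (n = 3) as bars. Psph lies between 94.57 and 110.6 in WT clones and between 570.4 and 674.4 in R98S clones, whereas Psat1 overlaps between the groups.

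To examine the transcription factors that the study linked to the changed genes, their own mRNA levels were compared. Ikzf2 (chromosome 1, 69531214 to 69687245, minus strand) rose from 7722 ± 627 in WT to 10920 ± 1208 in R98S cells (SD, n = 3), a ratio of 1.41 and a log2 fold change of 0.50 (SE 0.12, limma adjusted p = 0.0292). Its 30 nearest tested genes had a median log2 fold change of 0.24, and after subtraction of that regional shift in each clone the log2 fold change of Ikzf2 was 0.23 (limma adjusted p = 0.253). Gata2 (chromosome 6, 88193891 to 88207032) fell from 27300 ± 2330 to 15110 ± 1976 (log2 fold change -0.86, SE 0.13, limma adjusted p = 0.00666). Pbx3 had a log2 fold change of 0.32 (limma adjusted p = 0.226), and 0.41 with the regional shift removed (limma adjusted p = 0.0616, with a range over the alternatives from 0.0616 to 0.435). Fos had a log2 fold change of 0.39 (limma adjusted p = 0.589). The Fos result rested on WT clone 36, which had 1042 normalized counts against 350.2 and 256.8 in WT clones 28 and 29, and without that clone Fos was higher in R98S cells by 0.98 (limma adjusted p = 0.0208). Hoxa13, Nkx2-2 and Nkx2-1 were not tested, with at most 1, 1 and 4 reads in any library. Jak1, Stat5a, Stat5b and Bcl2 had log2 fold changes of 0.021, 0.29, -0.19 and -0.37, each with an adjusted p of at least 0.182 in limma. Stat5b passed the threshold without R98S clone 13, with a log2 fold change of -0.35 (limma adjusted p = 0.0505), and with the regional shift removed, with -0.25 (limma adjusted p = 0.0733). Its adjusted p ranged from 0.0505 to 0.715 over the alternatives. Of the 17 genes fixed in advance, 14 were tested, and 4 of them (Psph, Shmt1, Ikzf2 and Gata2) were called over all genes tested. With p-values adjusted over the list alone, the count was also 4. The study had picked these genes partly on the same libraries, so the latter count is not independent evidence.

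Gene sets related to earlier work on the mutation were compared as well. Proteasome genes were higher in R98S cells, with 29 of 43 genes raised, a median log2 fold change of 0.22 and a camera adjusted p of 0.000354. Among them 13 genes were called higher and 1, Psma2, was called lower. The call held with fry (adjusted p = 0.0055) but not with an estimated correlation between genes (adjusted p = 0.193). Ribosomal protein genes, of which 72 of 81 were higher with a median log2 fold change of 0.19, gave a camera adjusted p of 2.516e-06. That call did not hold with fry (adjusted p = 0.0743) or with an estimated correlation (adjusted p = 0.509), and the median of the set was below its mean over the libraries in R98S clone 35. In 4 of the 10 splits of the clones the camera p of this set was as small as in the real one, and for the proteasome set this was the case in 2 of 10. Genes of JAK-STAT signaling and of the AP-1 transcription factor family were short of the threshold (camera adjusted p = 0.455 for both), and neither passed with fry (adjusted p = 0.551 and 0.319). Within these sets, 7 of 26 JAK-STAT genes were called, 3 higher and 4 lower, and 4 of 10 AP-1 genes, 3 higher and 1 lower.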

Values the study reported

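Across all of its mRNA sequencing datasets, the study reported 368 genes that were consistently higher and 421 that were lower in R98S cells, each called at a false discovery rate under 0.1. For Psph transcription the study gave fold changes of 3.8 to 6.5. It reported a 2.5-fold rise in the translational efficiency of Psph and a 4.7-fold rise in its protein.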

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

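No paired analysis was possible because WT and R98S clones carry different numbers. The count of changed genes stayed within 1.5 times of 2755 under both pseudocounts, both expression filters, both scalings, the fit without trend and both count tests, at between 2265 genes (no filter) and 3105 genes (DESeq2). The share of calls that were higher in R98S cells was 45% and moved most, to 52.6%, with upper quartile scaling. Of the 3 alternatives chosen after seeing the data, the GC content and length correction gave 2829 genes (2611 shared with the 2755), removal of the regional shift 2850 (2027 shared) and thinning 2756 (2707 shared).

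At an adjusted p under 0.05 the counts were 1722 in all, 776 higher and 946 lower, as the threshold is stricter. Across the 6 fits that each left out one clone, the count ranged from 1327 to 3219, with 591 to 1432 genes higher and 736 to 1787 lower. The lowest counts came without WT clone 28 and the highest without R98S clone 13. Fewer clones leave less power, but that does not account for the rise, and the cause was not tested. The log2 fold change of Psph kept its direction and its call under every alternative that was run. That of Rpl10 ranged from -0.29 (without WT clone 36) to 0.13 (without R98S clone 13) and was 0.024 after removal of the regional shift, with an adjusted p of at least 0.374 throughout. Ikzf2 kept its call in all fits except that with the regional shift removed (0.23, adjusted p = 0.253). The adjusted p of Ikzf2 ranged from 0.00125 with DESeq2 to that value.

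Of 378 other comparisons of single named genes, 362 kept direction and call, 10 reversed, 5 gained a call and 1 lost it. The comparisons include the genes picked from these data for the largest changes, which kept direction and call throughout. Every reversal, gain or loss thus concerned a gene fixed in advance, and the share that was kept overstates the stability of those genes. The reversals concerned Psat1, Jak1 and Fos, none of which was called with all clones. Over the fits without one clone, Psat1 ranged from -0.15 to 0.084, Jak1 from -0.099 to 0.15, and Fos from -0.024 to 0.98. With the regional shift removed, Psat1 was at 0.37 and Jak1 at -0.26. Psat1 was at 0.00084 with libraries scaled to the same total and at 0.021 with the same upper quartile. The cause of these reversals was not tested beyond the construction of each fit.

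Set calls made with the preset correlation were lost only with an estimated correlation or with fry. The estimated correlation was 0.0207 for the proteasome set, near the preset 0.01, and -0.023 for the one-carbon and purine synthesis set. The size of the correlation therefore need not be what moved the results of these sets. With an estimated correlation, the adjusted p was 0.193 for the proteasome set, 0.509 for the ribosomal protein set and 0.595 for the ATF4 target set, all no longer past 0.05. With fry, the ribosomal protein set (0.0743) and the ATF4 target set (0.302) lost their calls, while the serine and glycine synthesis set (0.00494) and the one-carbon and purine synthesis set (0.0437) gained one. The serine and glycine synthesis set also passed without an expression filter (0.0287) and after removal of the regional shift (0.00465), and ranged from 0.0449 (without WT clone 29) to 0.212 (without WT clone 36) when one clone was left out. The one-carbon and purine synthesis set passed after removal of the regional shift (0.0461). The cause was not tested.

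The difference between mean rho within and between groups, 0.0236, was 0.00877 without an expression filter, 0.0305 with a minimum mean of 50 and 0.0402 with Pearson's r, and its sign was the same in each. Hoxa13, Nkx2-2 and Nkx2-1 had too few reads to be tested, and whether they were expressed below the reach of this depth or not at all was not determined.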

Other observations

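Apart from the ATF4 target test and the splits of the clones for the number of changed genes, the tests in this part were chosen only after the results they concern had been seen.

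The number of genes higher in R98S cells was 1241 here and the number lower was 1514. Both are higher than the numbers quoted from the study above, which required a call in all of its mRNA datasets.

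The real grouping was the largest of the 10 splits of the 6 clones for the number of changed genes (1 of 10 splits gave as many), for the genes higher (1 of 10) and for the genes lower (1 of 10). Because 10 splits cannot give a share under 0.05, this count decides nothing about chance in the choice of clones. For the set tests, a camera p as small as the real one was found in 2 of 10 splits for the serine and glycine synthesis set, 7 for JAK-STAT, 2 for the proteasome, 4 for the ribosomal protein genes, 2 for one-carbon and purine synthesis, 6 for AP-1 and 4 for ATF4 targets. For all of the sets called with the preset correlation (proteasome, ribosomal protein and ATF4 target genes), at least 1 grouping that mixes the genotypes thus gave a p as small, down to 7.74e-05, 1.137e-13 and 1.555e-13, and these calls may reflect differences between single clones. As for technical explanations of the number of changed genes, thinning to equal depth left 2756 genes, the GC content and length correction 2829 and removal of shifts shared by neighbouring genes 2850, which argues against each of these as the whole cause. The GC content and length correction moved the adjusted p of the ribosomal protein set from 2.516e-06 to 0.00173, so a trend with GC content or length may account for part of that result, but the set stayed past the threshold without it.

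Psph was the only one of the 5 enzymes of serine and glycine synthesis with a change of more than 2-fold. One hypothesis was a general rise of targets of ATF4, a transcription factor that induces amino acid synthesis genes. It predicts that other ATF4 targets rise. In a set of 24 tested targets without Psph, written down before the data were examined, the median log2 fold change was -0.27 and 22 genes were lower in R98S cells. The camera adjusted p was 0.00186, ranging from 1.708e-08 without WT clone 36 to 0.595 with an estimated correlation. In limma 7 of the targets were called lower and 0 higher, with Nupr1 at -2.45 and Atf5 at -1.86. Asns at -0.14, Psat1 at -0.020 and Phgdh at -0.26 were not called. The set was not uniform within WT cells, as its median deviation from the mean of all libraries was 0.29 and 0.386 in clones 28 and 29 but -0.193 in clone 36, against -0.223, -0.135 and -0.0839 in the R98S clones. A rise of ATF4 targets was thus not seen. A change in a wider region was tested next: the 30 nearest tested genes (chromosome 5, 125385965 to 130243765) had a median log2 fold change of -0.018 and none rose as much as Psph. Reads from the overlapping Cct6a could not raise Psph by more than Cct6a itself rose, a ratio of 1.20 against 6.16 for Psph. An effect specific to Psph, such as altered transcription or stability of its mRNA or a change in the gene itself, remains open as a hypothesis. None of these was measured here. The study also reported higher PSPH mRNA in Jurkat cells edited to carry R98S, and higher Psph protein in bone marrow cells of R98S knock-in mice. A change confined to the Psph gene of these Ba/F3 clones would not explain those findings.

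Differences between the genotypes were not spread evenly over the genome. Running medians over 31 genes passed the shuffle limit of 0.413 in 206 of 10812 windows, whereas 23 was the largest number in any of 1000 shuffles, so chance positions of changed genes are unlikely to explain the pattern. After correction for GC content and length 173 of these windows were still beyond the limit. The longest stretch, on chromosome 8 from 84908560 to 95434869, held 70 tested genes, 66 of which were lower in R98S cells with a median log2 fold change of -0.53. Others lay on chromosome 4 (40936398 to 43587487, 35 genes, median 0.51) and chromosome 13 (14630154 to 21960779, 33 genes, median -0.56). When stretches were sought with every other gene, 85.9% of the 135 genes left out of the search moved in the same direction. A difference in gene copy number is a candidate explanation, but it cannot be told apart from shared regulation of neighbouring genes, because DNA was not measured. A common ancestor that already carried the change and an effect of R98S on the region both remain open, and neither was tested. The windows beyond the limit, each with all of its 31 genes, held 9.8% of the called genes with a known position. Once the regional shift was removed, 2027 of the 2755 called genes were still called, among 2850 calls in all. Shifts of neighbouring genes may thus bear on part of the calls but not on most of them. Calls were both lost and gained, and no fit separated weaker regional shifts from other effects of the subtraction. Over whole chromosomes, the median log2 fold change ranged from -0.244 (chromosome 8) to 0.181 (chromosome 1). The share of tested genes that were called ranged from 16.2% (chromosome 12) to 31.7% (chromosome 3). Weaker shifts may thus have reached beyond the windows named. These chromosome medians were not compared with shuffles, and how many calls such shifts bear on was not determined.

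Single clones also moved over whole chromosomes relative to the other clones of their genotype. In WT clone 29, 92% of 388 tested genes on chromosome 12 were lower than the mean of WT clones 28 and 36, with a median shift of -0.365 on the log2 scale, against a shuffle limit of 0.056. Because each clone was set against the mean of the others, WT clones 28 and 36 moved the opposite way on this chromosome (0.181 and 0.2), which does not count as further shifts. Among R98S clones, clone 35 was lower on chromosome 1 (median -0.304) and chromosome 14 (-0.308), and clone 13 was higher on chromosome 2 (0.297) and chromosome 11 (0.302). Other shifts included chromosome 3 (-0.235 in clone 35 and 0.22 in clone 11) and chromosome 17 (0.247 in clone 11 and -0.218 in clone 13). In all, 48 of 120 pairs of clone and chromosome lay beyond the limit, a count that includes opposite shifts of the kind described for chromosome 12. Most of these pairs belonged to R98S clones 13 and 35. Many of their shifts were small, such as 0.07 on chromosome X in clone 35 (limit 0.05). The count is therefore not a number of separate chromosome changes. The medians named here lay beyond the limits from shuffled gene order, which argues against chance positions of changed genes. The shifts are consistent with gains and losses of chromosomes in part of the clones. That hypothesis was not tested on DNA, and no biological explanation was tested, since the shifts lie within a genotype.

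Ikzf2 sits in a part of chromosome 1 (63179004 to 74386062) where 20 of 30 neighbouring genes were higher in R98S cells and 10 rose at least as much as Ikzf2. Their median log2 fold change was 0.24, and that of all 626 tested genes of chromosome 1 was 0.181. The neighbours were raised in R98S clones 11 and 13 (median deviations 0.254 and 0.246) but not in R98S clone 35 (-0.093), where Ikzf2 itself stood at 0.139. R98S clone 35 was lower than the mean of the other R98S clones over chromosome 1 as a whole (median -0.304). With the regional shift removed, Ikzf2 had a limma adjusted p of 0.253. A regional shift could therefore account for part of the rise of Ikzf2 mRNA. It cannot be told apart from a change of Ikzf2 alone with 3 clones per genotype. The neighbours of Ikzf2 did not rise in R98S clone 35, and the remainder (0.23, SE 0.13) was short of the threshold. By immunoblot, the study reported higher Ikzf2 protein in R98S Ba/F3 cells and in Jurkat cells edited to carry R98S. A shift of this mouse chromosome would not explain the rise in Jurkat cells.

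A total of 9 genes had at least 100 normalized counts in every clone of one genotype and at most 3 reads in every clone of the other, and 1 of the 10 splits gave as many. Those present in R98S cells were BC064078, Cytip, Dlg3, Gm10451, Lgals7 and Lpgat1, and those present in WT cells were Fgf23, S100a4 and Ttc39c. The other 9 splits gave 0 such genes. As 10 splits cannot give a share under 0.05, this count decides nothing about chance in the choice of clones. In limma, all 9 genes were called, with adjusted p over all tested genes from 1.692e-05 for Gm10451 to 0.000957 for Fgf23. An effect of R98S and a state inherited from a common ancestor of each group of clones both remain open, and neither was tested.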
